A study of Danio rerio with 3 samples.

How the data were processed

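Lymphocytes from the thymus, kidney marrow and scale of lck:GFP zebrafish were profiled in 3 droplet libraries, 1 per tissue. The deposited matrices hold raw UMI counts per gene and barcode, with no normalization. Per the file headers, the thymus and scale matrices were written by cellranger 6.0.0 and the marrow matrix by Cell Ranger 4. The genome build is not stated, so no coordinates are given. The thymus and scale matrices list barcodes from 500 and 501 UMIs upward. The marrow matrix lists barcodes without filtering: 149924 of them hold no UMI, and 1195 hold at least 500.

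Features and names were used as the files give them. Of 31900 features with an Ensembl ID, 29177 were matched in a table of current symbols, which was used where a marker was missing under its name in the files, for example trbc1. The features include gfp and hmyc, and hmyc had no UMI.

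Cells were barcodes with at least 500 UMIs, at least 250 genes and at most 10% of UMIs on mitochondrial genes. A marrow barcode also needed at least the percentile 99 of UMI totals over the 3000 largest barcodes divided by 10, which came to 1394.89 UMIs. In the marrow, 205 barcodes lay under this minimum, and 98 of them also exceeded the mitochondrial limit. The mitochondrial limit was exceeded by 132 thymus, 104 marrow and 63 scale barcodes. Scrublet, run per library in scanpy with an expected rate of 0.05, called 0 of 4574 thymus, 0 of 983 marrow and 16 of 391 scale barcodes. The scale share, 4.09%, is near the expected rate. The 0 calls in the thymus and marrow are far under it, so doublets are not controlled in these 2 libraries. The 16 calls were left out, which left 5932 cells.

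Levels are UMIs summed over cells per 1000000 UMIs (CPM), with exact Poisson 95% intervals. Shares have exact Clopper-Pearson intervals, and ratios have exact conditional binomial intervals. These cover counting error only. A count of 0 is given the limit of 3 counts, and a fold against 0 counts is a lower bound set at 3 counts. With 1 library per group no test was made and no p-value is given. Shares of cells with a UMI were taken after thinning each cell to 1000 UMIs, with shallower cells left out.

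For clustering, genes seen in at least 3 cells were used. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were scaled with a clip at 10, and 30 principal components, 15 exact neighbours and Leiden resolution 1 were used, with no integration and seed 1. A cluster took the name of the list with the most markers detected in at least 20% of its cells. It needed at least 3 such markers, more than any other list, and at least 10 cells. It stayed unnamed if its 10 leading genes, each seen in at least 10% of its cells, held more markers of another list. It also stayed unnamed if its median UMIs per cell lay under the library median divided by 3 and no leading gene was on the list. T-like clusters in which rag1 and arpp21 were both detected were called immature T-like.

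The lists gave clusters named immature T-like, T-like, NK or cytotoxic-like, erythroid-like, macrophage or dendritic-like, and neutrophil or granulocyte-like. No cluster took the name of the lists for B cells, type 2 or type 17 innate-like lymphocytes, thrombocytes, stem or progenitor cells, keratinocytes, ionocytes, fibroblasts or osteoblasts, pigment cells, endothelial cells or kidney tubule. Of the 18 T cell markers, 12 were matched, and trac, trbc2, cd4-2.1, cd3e, ctla4 and icos were not. Of 24 NK or cytotoxic markers, 22 were matched, to 21 features, since nkl.1 in the files and nkl.2 among current symbols are the same feature. Erythroid-like cells were 0.284% of the thymus, 1.32% of the marrow and 0 of 375 scale cells. Macrophage or dendritic-like cells were 0.262% of the thymus and 0.203% of the marrow, and neutrophil or granulocyte-like cells were 1.42% of the marrow. A further unnamed cluster, 20, held 8 cells.

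The genes named for each pair of libraries are the 5 with the largest ratio in each direction, ranked by the ratio of UMIs plus 3 per 1000000, among genes with at least 200 UMIs in both libraries together. Within a class, at least 100 UMIs and at least 30 cells per library were required. Genes of the marker lists, lck, gfp and cell cycle genes were open to naming as well. The ranking was tested on simulated data with 200 genes changed 4-fold: it recovered 92% of them for scale against marrow, 97% for scale against thymus and 94% for marrow against thymus. The ratio interval covered the true ratio for 96.2, 96.1 and 96.2% of 1000 genes. Both checks concern counting error in simulated library totals, so they say nothing of spread between cells or animals. Recovery was scored over the 200 changed genes, not over the 5 named in each direction. The checks cannot show how the ranking treats genes whose UMIs lie in few cells, as found below for scale over marrow.

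The cell filters, panel, marker lists, comparisons, clustering settings, rule for named genes and first set of alternatives were fixed before the data were examined. The naming rule with its detection limit and minimum of cells, the split by rag1 and arpp21, the exact neighbour search and the use of marrow barcodes under 100 UMIs as a measure of free RNA were set afterwards. Free RNA of the thymus and scale was not measured this way, since their matrices list no barcode under 500 UMIs. The alternatives tried were other UMI minimums (1000, and 300, which changed no cell), mitochondrial limits (5% and none), marrow cells by the 500 UMI minimum alone, doublets kept, another total for CPM, per-cell means, other resolutions (0.5 and 2), 1000 variable genes, each library clustered on its own, and thinning to 500 UMIs or none. Further ones added later are named in the closing part. Clusters of an alternative took the class most common among their cells in the first clustering.

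Contrasts of T-like cells with the thymus were left out, because nearly all thymus T-like cells lay in cluster 3, which held 6 marrow cells and 1 scale cell, so such a contrast would compare clusters. The tools were Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.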

Results

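Single-cell RNA was counted in 3 droplet libraries of sorted cells from zebrafish carrying a transgene in which the promoter of the T cell kinase gene lck drives green fluorescent protein (GFP). The groups were thymus, kidney marrow and scale, with 1 library in each. Per the labels, the thymus cells were sorted as bright for GFP, and the scale and marrow cells as dim. There was no replicate in any group, so no spread between animals could be estimated, and tissue and library cannot be told apart. In comparisons with the thymus, the sort gate label differs as well and cannot be told apart from them. The marrow was counted with another software version than the thymus and scale. Counting software is therefore not told apart from tissue in any comparison with the marrow, including all ratios of scale to marrow. Every interval below is a 95% interval. Intervals on levels, shares and ratios cover counting error alone. Intervals on medians are taken over cells or genes, and no interval covers spread between animals.

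The thymus library gave 4574 called cells holding 12405147 unique molecular identifiers (UMIs), with a median of 1370 UMIs per cell (1324 to 1418). The kidney marrow library gave 983 cells holding 4987653 UMIs, with a median of 4044 (3949 to 4225). The scale library gave 375 cells holding 1279044 UMIs, with a median of 3178 (3025 to 3326). The median number of genes per cell was 623 in the thymus, 970 in the marrow and 945 in the scale. With a minimum of 1000 UMIs per cell in place of 500, the thymus median rose to 1993, the largest move of the depth values.

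The first comparison asked how the transgene and its parent gene compared between the sorted fractions. The gfp feature stood at 1302 UMIs per 1000000 UMIs (CPM) in the thymus (1282 to 1322), 76.0 CPM in the marrow (68.5 to 84.0) and 94.6 CPM in the scale (78.5 to 113). The thymus level was 17.13-fold that of the marrow (15.5 to 19.0) and 13.8-fold that of the scale (11.5 to 16.6). The scale level was 1.24-fold that of the marrow, with an interval from 1.01 to 1.53. Endogenous lck (ENSDARG00000102525) stood at 419 CPM in the thymus (407 to 430), 92.0 CPM in the marrow (83.8 to 101) and 91.5 CPM in the scale (75.7 to 110). Its scale to marrow ratio was 0.994 (0.804 to 1.22), so no difference was detectable at this depth. The thymus to marrow ratio of lck was 4.55 (4.13 to 5.02), and it moved most, to 5.55, when each cell weighed the same. There were 3.11 gfp UMIs per lck UMI in the thymus (3.01 to 3.21), 0.826 in the marrow (0.719 to 0.948) and 1.03 in the scale (0.795 to 1.35).

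After each cell was thinned to 1000 UMIs, an lck UMI was found in 38.0% of 3230 thymus cells (exact binomial interval 36.3 to 39.7%), 9.46% of 983 marrow cells (7.70 to 11.5%) and 9.44% of 339 scale cells (6.55 to 13.1%). A gfp UMI was found in 69.5% (67.9 to 71.1%), 7.53% (5.96 to 9.36%) and 10.0% (7.05 to 13.7%) of the same cells. The thinning left out 1344 thymus cells and 36 scale cells with fewer UMIs. Before thinning, the shares were 57.1, 34.4 and 25.3% for lck and 79.2, 28.1 and 24% for gfp, at median depths of 1370, 4044 and 3178 UMIs. Erythroid-like cells, which should lack both genes, were used as a measure of background, which may include doublets. In the thymus, 10 such cells had a median of 1574 UMIs before thinning, against 1993 for all thymus cells kept, and 10% of them held an lck UMI and 50% a gfp UMI. In the marrow, none of 13 erythroid-like cells (median 7088 UMIs) and none of 14 neutrophil-like cells (median 7506 UMIs) held a UMI of either gene. The scale library had no cells of these types to serve as background.

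The second comparison asked which lymphocyte transcripts each fraction carried. The recombinase gene rag1 (ENSDARG00000052122) stood at 3261 CPM in the thymus (3230 to 3293). In the marrow it had 7 UMIs, all in 1 cell, and in the scale it had 0 UMIs, which allows up to 2.35 CPM. The T cell receptor beta constant gene trbc1 (ENSDARG00000091233) stood at 3171 CPM in the thymus, 1101 CPM in the marrow and 894 CPM in the scale. The co-receptor gene cd4-1 stood at 641, 102 and 43.8 CPM, and cd8b at 922, 15.8 and 6.25 CPM, in the same order. The cytokine receptor gene il2rb was lowest in the thymus at 4.84 CPM (3.69 to 6.23), against 263 CPM in the marrow (249 to 278) and 373 CPM in the scale (340 to 408). The NK-lysin gene nkl.1 (ENSDARG00000058673, current symbol nkl.2) had 0 UMIs in the thymus, which allows up to 0.242 CPM, and stood at 479 CPM in the marrow and 239 CPM in the scale. The granzyme gene gzmk stood at 73.1 CPM in the thymus (68.4 to 78.0), 313 CPM in the marrow (297 to 329) and 73.5 CPM in the scale (59.4 to 89.9). The delta constant gene trdc stood at 45.9, 21.5 and 17.2 CPM, and foxp3a at 9.75, 40.5 and 23.5 CPM, in the thymus, marrow and scale. The proliferation gene mki67 stood at 826 CPM in the thymus, 122 CPM in the marrow and 17.2 CPM in the scale. In the marrow, 477 of its 606 UMIs lay in 18 cells. In the scale, 90.9% of its UMIs lay in 2 cells, and without the highest cell the level was 4.69 CPM. The plot of panel genes by library shows these levels.

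**Figure D1:**
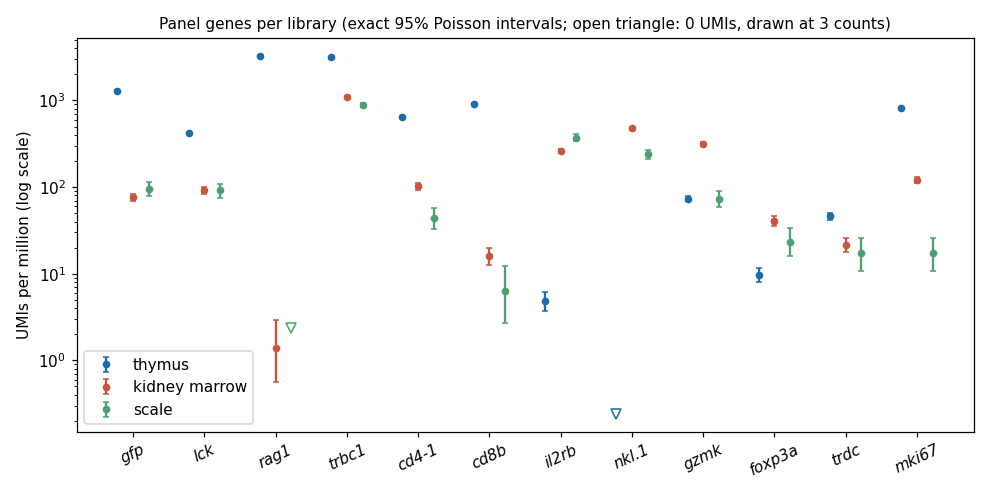
UMIs per 1000000 (log axis) of 12 panel genes in the thymus, kidney marrow and scale libraries, with exact Poisson 95% intervals as error bars; open triangles stand for 0 UMIs and are drawn at 3 counts. The thymus lies highest for gfp at 1302 CPM and rag1 at 3261 CPM and lowest for il2rb at 4.84 CPM.

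In thinned cells, cd4-1 occurred together with cd8a or cd8b in 40.2% of thymus cells (38.5 to 41.9%). The joint count was 0 of 983 in the marrow, where the interval reaches 0.375%, and 0 of 339 in the scale, where it reaches 1.08%. In the 10 thymus erythroid-like cells, 30% held a cd4-1 UMI and 50% a cd8b UMI, so the thymus share may include background. Doublets, which are not controlled in the thymus, stay open as a source of these UMIs.

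The third comparison asked how the fractions divide into cell classes. All 5932 cells were clustered together, and clusters were named from marker lists. Clusters that the naming rule left unnamed are given by number. Immature T-like cells, defined by rag1 and arpp21, made up 84.1% of the thymus library (83.0 to 85.2%) and 0 of 375 scale cells, which allows up to 0.8%. In the marrow, 18 cells (1.83%) fell in these clusters, but they held 0 rag1 UMIs and had a median of 22512.5 UMIs, so the name is not safe there. T-like cells made up 6.19% of the thymus (5.51 to 6.92%), 52.0% of the marrow (48.8 to 55.1%) and 32% of the scale (27.3 to 37.0%). NK or cytotoxic-like cells were 4 of 4574 thymus cells, 33.0% of the marrow (30.03 to 36.0%) and 19.2% of the scale (15.3 to 23.6%). A trbc1 UMI was found in 92.9% of these marrow cells and 90.3% of these scale cells, so the name does not exclude T cells. No cluster was named B-like.

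The unnamed cluster 21 held 147 scale cells, or 39.2% of the library (34.2 to 44.3%), 4 marrow cells (0.407%) and 0 thymus cells. Nearly all of its cells came from 1 library, so a cell type and a property of that library cannot be told apart, and it is not called a type. Its scale cells carried trbc1 at 735 CPM (660 to 816) and il2rb at 336 CPM (286 to 392), with 0 UMIs of cd8b. When a marker counted as detected in 10% of a cluster's cells in place of 20%, this cluster was named T-like, and the T-like share of the scale became 70.9%. At a clustering resolution of 0.5 it was not separate, and the NK or cytotoxic-like share of the scale became 58.4%. A merged cluster took the most common first class of its cells, so this share does not show that the cells of cluster 21 are NK or cytotoxic-like. Cluster 22 held 26 scale cells (6.93%) and no others. Cluster 12 held 1.09% of the thymus, 7.83% of the marrow and 1.87% of the scale, and cluster 4 held 5.23% of the thymus alone. Cluster 4 carried rag1 at 3341 CPM, with a UMI in 80.8% of its cells. Thymus immature T-like cells carried it at 3645 CPM, with a UMI in 89.5%. The immature T-like share of the thymus leaves cluster 4 out. Cluster 11 held 2.73% of the thymus, 1.32% of the marrow and 0.533% of the scale.

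The genes that lead some of these clusters also differ between libraries, so the cells were clustered again without 98 leading and named genes. The T-like share was then 42.9% of the marrow and 26.7% of the scale. The NK or cytotoxic-like share was 40.1% of the marrow and 22.7% of the scale, and cluster 21 held 38.9% of the scale. The T-like share of the thymus fell from 6.19 to 0.175%, so it depends on the clustering. The plot of class shares gives the shares before this change.

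**Figure D2:**
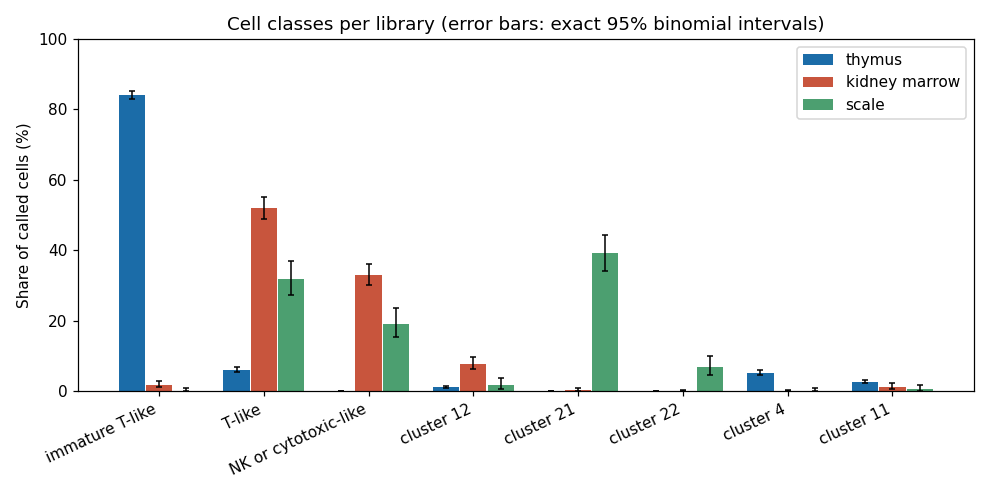
Share of called cells (%) in 8 classes or clusters for the thymus, kidney marrow and scale libraries, with exact binomial 95% intervals as error bars. The immature T-like class holds 84.1% of the thymus, and cluster 21 holds 39.2% of the scale and 0.407% of the marrow.

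The fourth comparison asked how cells of 1 class differ between scale and marrow. Contrasts of T-like cells with the thymus are not given, because 276 of the 283 thymus T-like cells lay in cluster 3, which held 6 marrow cells and 1 scale cell. Between 120 scale and 511 marrow T-like cells, 1713 genes had enough UMIs, and their levels had a Spearman correlation of 0.784 across genes, which are not independent replicates. The filamin gene flna (ENSDARG00000074201) was 53.0-fold higher in the scale (35.5 to 82.2), at 655 against 12.4 CPM. The integrin gene itgae.2 (ENSDARG00000057787) was 9.31-fold higher (7.24 to 12.01), and spint1a (ENSDARG00000102332) was 8.62-fold higher (5.98 to 12.5). The gene ENSDARG00000097726 was 26.3-fold higher (15.8 to 45.9). BX005103.1 (ENSDARG00000099401) also ranked among the 5 highest, but 92.2% of its scale UMIs came from 1 cell. Log2 ratios here and below add 3 UMIs to each count, as in the ranking, so they differ from the log2 of the folds. With the leading and named genes left out of the clustering, the log2 ratio of flna was 5.67 against 5.59 before, and that of itgae.2 was 4.29 against 3.205.

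The receptor gene s1pr4 (ENSDARG00000074851) was 124-fold lower in scale than in marrow T-like cells (22.2 to 4896), with 1 UMI against 754. The gene klf3 (ENSDARG00000015495) had 0 UMIs in the scale cells and was at least 17.02-fold lower. The receptor gene p2rx1 (ENSDARG00000016695) had 0 UMIs and was at least 14.7-fold lower. Both s1pr4 and klf3, and ENSDARG00000097726, are also leading genes of the largest T-like cluster. With these genes left out of the clustering, the log2 ratios were -4.75 for s1pr4, -3.97 for klf3 and 4.37 for ENSDARG00000097726, against -4.96, -4.10 and 4.56 before. The other genes on the marrow side were hbba1 (ENSDARG00000089087), 52.2-fold lower in the scale (9.30 to 2069), and si:ch211-5k11.8 (ENSDARG00000079078), at least 18.2-fold lower. Haemoglobin genes are also abundant in marrow barcodes with fewer than 100 UMIs, at 37420 CPM.

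Between 72 scale and 324 marrow NK or cytotoxic-like cells, 1490 genes had enough UMIs, with a Spearman correlation of 0.768 across genes. Cluster 16 held 48 of the scale and 295 of the marrow cells, and cluster 19 held 24 and 29. The class thus mixes 2 clusters in unlike proportion, and part of a ratio may reflect this mix. The cytokine receptor gene csf2rb (ENSDARG00000076586) was 11.9-fold higher in the scale (7.90 to 18.3), at 268 against 22.5 CPM. The gene cd99 (ENSDARG00000051975) was 8.99-fold higher (5.92 to 13.9). The genes ponzr6, znrf1 and pde4ba were 5.33-fold, 5.23-fold and 5.21-fold higher. On the marrow side, nkl.4 (ENSDARG00000044023) was 38.7-fold lower in the scale (13.2 to 188), with 3 UMIs against 553, of which 40.5% lay in 1 cell. The gene nkl.3 was lower by this rule, but 97.1% of its marrow UMIs lay in 1 cell. Its log2 ratio of -4.00 became 0.92 with a minimum of 1000 UMIs per cell. That minimum left the marrow cells as they were, but all cells were clustered anew. The genes si:ch211-5k11.8, hbba1 and p2rx1 had 0 UMIs in the scale cells and were at least 13.3-fold, 12.8-fold and 9.18-fold lower. The plot of class contrasts shows the levels behind these ratios.

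**Figure D3:**
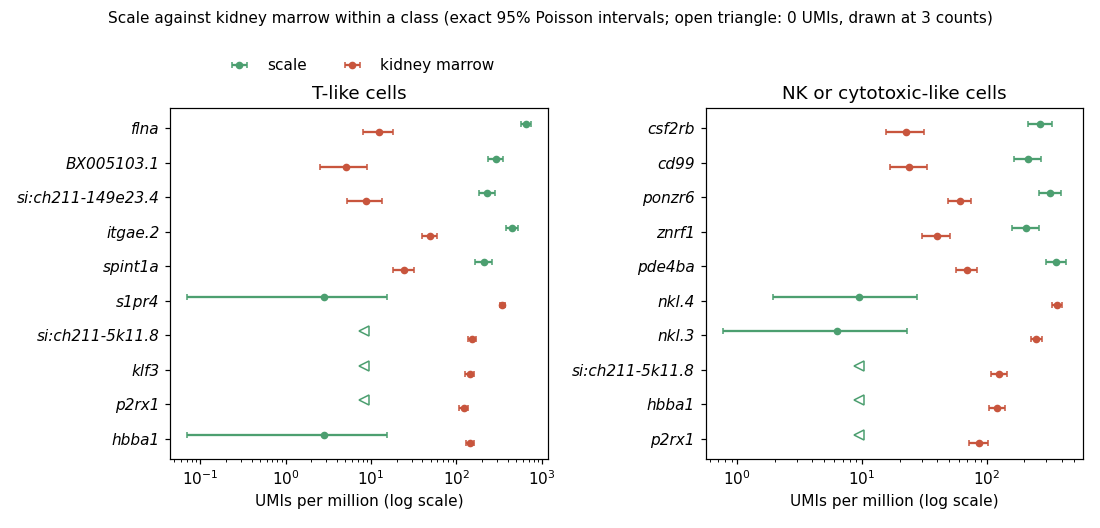
UMIs per 1000000 (log axis) of the 10 genes named per class in scale and kidney marrow cells, for T-like cells on the left and NK or cytotoxic-like cells on the right, with exact Poisson 95% intervals as error bars; open triangles stand for 0 UMIs and are drawn at 3 counts. The gene flna stands at 655 CPM in scale and 12.4 CPM in marrow T-like cells, and s1pr4 at 2.79 and 345 CPM.

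Over all called cells, the same rule was applied to each pair of libraries. On the scale side against the marrow, krt91, krt5, si:dkey-193p11.2, icn2 and si:dkey-248g15.3 ranked highest, but between 97.4 and 100% of the scale UMIs of each came from 1 cell. Asking for a UMI in 5% of the cells kept 0 of these 5 genes. The 5 highest were then FP236331.1 (94.1-fold), nitr4a (107-fold), ccl20a.3 (30.5-fold), flna (20.6-fold) and ENSDARG00000071578 (18.2-fold), of which FP236331.1, nitr4a and ccl20a.3 are also leading genes of cluster 21. On the marrow side were si:ch211-5k11.8, lyz, hbaa1 and both hbba1 features. Their marrow levels ran from 2368 to 5568 CPM, with at most 2 UMIs in the scale. A UMI of lyz was found in 46 of 983 marrow cells, and under the 5% rule hbba2 took its place.

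Against the thymus, the scale was highest for FP236331.1 (ENSDARG00000112125), at 2584 CPM against 0 UMIs. It was followed by ccl36.1, ccl38.6, BX005103.1 and tnfsf14, each with at most 7 UMIs in the thymus. FP236331.1 is also a leading gene of cluster 21. The thymus was highest for rag1, at least 1390-fold over the scale, followed by HIST2H3C, h2afx, si:ch211-106j24.1 and p2rx1. The marrow was highest against the thymus for lyz, nkl.1, lect2l, ccl36.1 and igl3v5, of which igl3v5 had 99.3% of its UMIs in 1 cell. Asking for a UMI in 5% of the cells kept 2 of these 5, nkl.1 and ccl36.1, and the next were s1pr4, ENSDARG00000105363 and hbba2. The thymus side against the marrow held rag1 at a ratio of 2324 (1128 to 5780), si:ch211-106j24.1, cyldb, zgc:158445 and rasa4. The Spearman correlations across genes were 0.738 for scale and marrow, 0.552 for scale and thymus, and 0.631 for marrow and thymus.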

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

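The comparison of marrow barcodes with those under 100 UMIs and the comparison of scale barcodes over the mitochondrial limit with kept cells are tests chosen only after the result was seen.

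Marrow barcodes from 500 UMIs up to the minimum of 1394.89, which were left out of the called cells and entered only under alternative cell filters, held a signal above the limit of 0 counts. In 205 such barcodes, lck stood at 237 CPM (36 UMIs, interval 166 to 329), against 92.0 CPM in called marrow cells. Free RNA alone is argued against, since the level was 4.08-fold that of barcodes under 100 UMIs (2.79 to 5.82). Damaged cells are argued against as the whole cause, since the 107 barcodes within the mitochondrial limit were also above called cells, at 1.95-fold (1.11 to 3.21). The barcodes over the limit stood at 3.47-fold (2.10 to 5.43), so damage may add to the level. Lymphocytes with few UMIs per cell remain open. The groups offer no contrast within this library, so no biological explanation was tested.

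Scale barcodes over the mitochondrial limit, which were also left out of the called cells and entered only under the alternative without that limit, held lck at 123 CPM (7 UMIs in 63 barcodes, 49.5 to 254), above the limit that a count of 0 allows. Their median was 633 UMIs. The level was 1.35-fold that of kept scale cells, with an interval from 0.530 to 2.86. The count is too small to decide: damaged lymphocytes and lymphocytes with a high mitochondrial share cannot be told apart, and no biological explanation was tested.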

How the results depend on the processing

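The tests with marker detection in 10 or 30% of a cluster, the top 5% of doublet scores left out, the highest cell left out, a UMI in 5% of cells, the largest cluster of a class alone, and the clustering without leading and named genes were chosen only after the result was seen. No paired analysis was possible because each tissue has 1 library and nothing pairs the cells.

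For 120 results, 868 values were computed under 21 alternatives: 708 stayed within the counting interval or count limit, 157 moved outside it and 3 reversed. Of the 708, 232 were equal to the first value and show no stability where the alternative left their cells as they were. Where a value moved, the cause was not tested. Among 546 values of single genes and minor results, 91 moved: 47 upward and 44 downward. A minimum of 300 UMIs is no test: it changed no cell, because the thymus and scale matrices start at 500 and 501 UMIs and the marrow minimum still applied, so its 66 values were fixed in advance. The 30% detection limit left all 12 shares computed under it equal to the first ones. Resolution 2 moved none of its 32 values outside the interval or limit. Finer clusters took the most common first class of their cells, which favours this outcome. The gfp ratio of thymus to marrow ran from 16.7 to 18.5, that of thymus to scale from 12.9 to 15.6 and that of scale to marrow from 1.18 to 1.33 over the 9 alternatives run for them, including the 300 UMI minimum that changed nothing. The log2 ratios of flna, s1pr4 and csf2rb were computed under 6 alternatives. In T-like cells, flna ran from 5.58 to 5.90 and s1pr4 from -4.75 to -5.05. The first s1pr4 value rests on 1 scale UMI and the added 3 UMIs, so its narrow range says little about stability. In NK or cytotoxic-like cells, csf2rb ran from 3.39 to 4.05. These ranges leave out itgae.2, which rose without the leading and named genes, as listed below.

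These moved under other depth and cell filters, where the cells were also clustered anew. The marrow-only minimum and kept doublets left the 4574 thymus cells as they were, so their thymus shares moved with the clustering alone. Marrow cells were likewise unchanged by the 1000 UMI minimum. With at least 1000 UMIs, the thymus median became 1993 UMIs, its T-like share 10.4%, the marrow share of cluster 21 became 0%, the log2 ratio of nkl.4 was -3.30 and that of nkl.3 reversed to 0.92. With at most 5% mitochondrial UMIs, the medians were 3329 (scale) and 1428.5 UMIs (thymus), and immature T-like cells were 89.4% of the thymus. With no mitochondrial limit, NK or cytotoxic-like cells were 39.8% and T-like cells 45.4% of the marrow, cluster 21 was 0% there, and the thymus was 11.5% T-like and 77.4% immature T-like. With marrow cells by the 500 UMI minimum alone, the marrow median was 3858 UMIs, and the thymus was 0.197% T-like and 89.6% immature T-like. With doublets kept, these thymus shares were 9.36 and 81.6%, and without the top 5% of doublet scores 11.3 and 77.5%.

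Clustering choices moved these, with clusters named by the most common first class of their cells, except under the 10% detection limit. With 1000 variable genes, the marrow was 36.2% NK or cytotoxic-like and 48.0% T-like, the thymus 0.525% T-like and 95.5% immature T-like, and the scale 45.9% cluster 21 and 0% cluster 22. At resolution 0.5, the scale was 58.4% NK or cytotoxic-like, cluster 21 was 0% in marrow and scale, and the thymus was 12.2% T-like and 80.3% immature T-like. With each library clustered on its own, the scale was 12.8% NK or cytotoxic-like, 52% cluster 21 and 0% cluster 12, the marrow 0% cluster 21, and the thymus 9.42% T-like and 80.6% immature T-like. With markers detected in 10% of cells, the scale was 70.9% T-like, 26.1% NK or cytotoxic-like and 0% in clusters 21 and 22, the marrow 0% cluster 21, and the thymus 0.153% T-like and 90.2% immature T-like.

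Without the leading and named genes, 87.9% of cells kept their class. The thymus was 0.175% T-like and 95.7% immature T-like, the marrow 42.9% T-like and 40.1% NK or cytotoxic-like, and the scale 26.7% T-like. The log2 ratio of nkl.4 was -3.49, and that of nkl.3 reversed to 0.77. In the largest cluster of the class alone, these were -2.97 and, reversed, 1.44. Over both classes, that test moved 5 values and reversed 1, while 14 stayed within the interval.

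With each cell weighing the same, the lck ratio was 5.55 for thymus to marrow and 6.16 for thymus to scale. Of the values computed this way, 34 moved outside the interval or limit, the most of any alternative, and 34 stayed within it. Without thinning, the shares for thymus, marrow and scale were 57.1, 34.4 and 25.3% for lck and 79.2, 28.1 and 24% for gfp. Thinned to 500 UMIs, they were 24.0, 4.68 and 4.27% for lck and 50.02, 4.37 and 5.87% for gfp; fewer UMIs per cell lower such shares by construction. Asking for a UMI in 5% of cells kept 0 of 5 named genes for scale over marrow and 2 of 5 for marrow over thymus. For marrow over scale, hbba2 replaced lyz. The rule removes genes seen in few cells. The scale library, with 1279044 UMIs, limits every contrast within a class: a gene with 0 UMIs in 120 scale T-like cells may still stand at up to 8.36 CPM, and the log2 ratio of klf3 was -3.97 without the leading and named genes.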

Other observations

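Chosen only after the result was seen were the tests of cluster 21 for doublets, software and keratinocyte RNA, of ighm and krt5, of software for s1pr4 and klf3, of the gene lists, of trbc1, and of gfp in thymus T-like cells.

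Cluster 21 held 39.2% of scale cells and 0.407% of marrow cells. Loss of marrow cells to the marrow minimum is argued against, since the share of marrow cells was 0.558% with the 500 UMI minimum alone. Loss of other scale cells to the mitochondrial limit is argued against as well, since the cluster held 36.4% of the scale with no limit. Keratinocyte RNA is argued against: the 17 keratinocyte markers stood at 62.6 CPM in its scale cells, and the upper bound of 89.4 CPM is 0.699% of the 12792 CPM of its 10 leading genes. The scale cell with the most keratinocyte UMIs held 4564 UMIs of these markers and 1 UMI of the leading genes. Scale T-like cells held the markers at 55.7 CPM, so the cluster stood at 1.12-fold their level (0.617 to 2.09). Doublets are argued against as the whole cause. Of the genes over 5-fold higher in 1 of 3 other scale classes than in the rest, 58 NK or cytotoxic-like genes had a median of 0.0363 times their level there (0.0237 to 0.106), and 45 genes of cluster 22 a median of 0.110 times (0.0407 to 0.166). A doublet of 2 of these classes would hold 1 of these sets at about 0.5 times, and 25 T-like genes had a median of 0.270 times (0.146 to 0.466). The cluster's scale cells had 0.938 times the median UMIs of other scale cells, but 1.53 times the median doublet score, so some doublets among them remain possible. A difference in counting software stays open. The 4 marrow cells in the cluster carried its 10 leading genes at 0.795 times the level of the scale cells, but they are few and were grouped by those genes. A difference between the tissues also stays open, as untested.

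In the marrow, ighm stood at 639 CPM, far above the 1.85 CPM of the thymus. A few cells fit as the source, since 98.6% of the UMIs lay in 2 cells, with 2216 and 925 UMIs. Without these cells 44 UMIs were left, or 8.82 CPM. Free RNA is argued against, since the level in barcodes under 100 UMIs was 0.0482 times that of called cells. In the same way, 98.7% of the scale UMIs of krt5 lay in 1 cell. Whether these cells belong to the tissue was not tested, and no biological explanation was tested.

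Haemoglobin UMIs in marrow T-like cells are consistent with free RNA. Haemoglobin stood there at 1.22% and lyz at 1.42% of their levels in barcodes under 100 UMIs, and the ratio of these fractions was 0.860. The haemoglobin ratios between marrow and scale T-like cells may therefore reflect free RNA in the marrow droplets.

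The low s1pr4 and klf3 in scale T-like cells are a separate case. Free RNA would give at most 1.18% of the marrow T-like level of either gene, which argues against it. A difference in counting software stays open: the thymus library, written by the version used for the scale, counted p2rx1 at 299.8 CPM but had 1 UMI of s1pr4 and 23 of klf3. A difference between the tissues also stays open, as untested.

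A candidate explanation was a shared programme of tissue residence, tested with lists of 18 residency genes and 11 circulation genes. Many members had been seen in these libraries before: 10 and 4 had not. Each list's median log2 ratio was compared with 10000 random lists of genes of like level. In NK or cytotoxic-like cells the residency list lay at percentile 1.33, with a median of 0.02 against 0.503 over all measured genes. Counted from 0, 5 of its 10 measured members were higher in the scale and 5 lower. The list as a set was thus not raised in this class, which argues against a rise of these genes shared by both classes. With 1 library per tissue and mixed members, a shared programme in other genes stays open. In T-like cells it lay at percentile 99.96, but its members not seen before, 3 of them measured, lay at percentile 0.03. In NK or cytotoxic-like cells those members lay at percentile 0.25. The circulation list had a median of -0.94 in T-like cells and -1.62 in NK or cytotoxic-like cells, and lay at percentile 0 in both. In T-like cells 5 of its measured members were lower in the scale and 2 higher. In NK or cytotoxic-like cells 6 were lower and 0 higher. A programme of lower circulation stays open, because only 2 of its 7 measured members in T-like cells and 1 of 6 in NK or cytotoxic-like cells had not been seen before.

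Marrow NK or cytotoxic-like cells carried trbc1 at 1033 CPM (982 to 1085), against 1538 CPM in marrow T-like cells. Free RNA is argued against, since trbc1 had 0 UMIs in 27 neutrophil-like and erythroid-like cells, with an upper bound of 1.07% of that level. A trbc1 UMI was found in 92.9% of these 324 cells, against 97.8% of 511 marrow T-like cells. In the scale the shares were 90.3% of 72 NK or cytotoxic-like and 92.5% of 120 T-like cells. The signal is thus spread over most of the class and not held by a few cells. T cells with a cytotoxic profile remain open as its source, and no biological explanation was tested.

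Thymus T-like cells carried gfp at 618 CPM (567 to 672), and thymus erythroid-like cells, which should lack it, at 939 CPM (565 to 1466) from 19 UMIs in 13 cells, so part of the level may be background. Free RNA as the whole of the T-like level is argued against. Erythroid-like cells held 0.704 gfp UMIs per rag1 UMI (0.370 to 1.31), and T-like cells 3.26 (2.74 to 3.90). With the proportion of erythroid-like cells, the rag1 of the T-like cells would bring 21.6% of their gfp, and at the outer limits of both intervals 47.9%. Doublets, which are not controlled, and expression in these cells stay open. The level is not compared with T-like cells of the marrow and scale, since cluster, sort gate, tissue and library all differ.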
